A study of Oryza sativa with 12 samples. Its data were reported in "OsChz1 acts as a histone chaperone in modulating chromatin organization and genome function in rice" (2020).

How the data were processed

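Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors on 30-day-old rice seedlings with an antibody against the histone variant H2A.Z, with an antibody against the core histone H3, and without antibody (input). Of the 12 samples in the series, 8 are ChIP libraries and 4 are inputs, with 2 replicates for each combination of genotype and library type. The genotypes are labelled NIP and oschz1. Groups and replicate numbers were taken from the sample titles. Inputs entered only through the input reads that the authors recorded for each peak of a ChIP library.

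The authors trimmed the reads, mapped them with Bowtie2 to the MSU rice genome, and removed reads of low mapping quality and potential PCR duplicates. For H2A.Z, the study's methods state that enriched regions were called against input with SICER, using windows of 200 bp and a false discovery rate of 0.05. For H3 the caller is not stated, but the deposited tables have the same layout. One deposited table per library gives, for each peak, its position, the count of ChIP reads and the count of input reads. It also holds a p-value, a q-value and the fold of ChIP over input, all as the authors' caller gave them. The counts are not normalised. The deposited fold is the ratio of ChIP to input reads divided by a constant for the library, the ratio of the ChIP to the input library size. That constant was recovered from the fold column in every table. In 26 peaks without input reads the caller used a substitute value. Peaks were called in each library on its own and were not pooled, and all peaks lay on a grid of 200 bp. Reads outside the peaks of a library are not part of these tables, so a count covers only the bases that the library's own peaks cover.

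Peaks with the same coordinates in the H2A.Z and H3 libraries of one genotype and replicate number always had the same input count, over 3032 to 3820 such peaks in each of the 4 pairs. In the other 24 pairs of libraries at most 3.6% did. Each input had thus served one H2A.Z and one H3 library, and the relative size of the full ChIP libraries was recovered from the constants and the input reads.

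For each antibody, the peaks of its 4 libraries were merged into regions, and the ChIP and input counts were summed per region and library. The main comparison used regions with a peak in all 4 libraries and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the reads in all peaks as library size, without further scaling factors, and Benjamini-Hochberg adjusted p-values of at most 0.05. The change of H2A.Z relative to H3 was the interaction of antibody and genotype in one edgeR fit over the H2A.Z regions in which all 8 libraries had a peak. Library-level values were compared by two-sided exact permutation tests of the difference in means. With 2 libraries against 2, the smallest p such a test can give is 0.333, so none can pass 0.05. Enrichment over input was the sum of ChIP reads divided by the sum of scaled input reads over regions with a peak in all 4 libraries. Consensus peaks were the peaks of either replicate that overlapped a peak of the other by at least 1 bp, merged over both replicates. Regions named in the text are the 5 largest rises and the 5 largest falls in log2 reads among H2A.Z regions past the threshold in which both oschz1 libraries lay beyond both NIP libraries in RPM, that is in reads scaled to the total in peaks.

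The alternatives chosen before the data were examined were TMM factors, DESeq2 1.42.0, regions with a peak in at least 2 libraries, at least 50 reads in every library, regions of which at least 80% was shared by all libraries, log2 ChIP over scaled input with a pseudocount of 0.5 tested with limma 3.58.1, the replicate number as a block, a stricter false discovery rate of 1e-10, a fold of at least 2, joining of peaks less than 600 bp apart, overlaps of at least 50%, and leaving out each replicate. Chosen after seeing the data were the recovered library size, regions with the same extent in all libraries with either library size, the covered length as an offset, and, for the interaction, a block that joins the H2A.Z and H3 libraries that shared an input. Also outside the plan were the ratio of H2A.Z to H3 enrichment, the width of peaks, the fold of group-specific peaks, the comparison of called regions with covered length and enrichment, and the arrangements of 1 NIP and 1 oschz1 library on each side. The planned background for group-specific peaks was the peaks of a single replicate absent from the other replicate of its genotype. For the H2A.Z and for the H3 regions the test was thus run under 8 planned and 4 added settings, the main one included, and for the interaction under 7 planned and 2 added.

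The count tests were tested on simulated data made from the real means and library sizes with 200 changed regions. All simulated regions had the same dispersion, that is the same variation between replicates. No library had a general shift, and the set of regions stayed as it was. Recovery in the real data may therefore be lower. Of regions changed 1.5-fold, the H2A.Z test over 38145 regions recovered 32.0%, and the tests for H3 over 25169 regions and for the interaction over 10852 regions recovered 0. In same-extent regions with the recovered library sizes, 93.5% were recovered for H2A.Z over 7107 regions and 88.5% for H3 over 4236 regions. Of regions changed 3-fold, the main H2A.Z, H3 and interaction tests recovered 100%, 96.0% and 78.0%. With the added block, the interaction test recovered 0 of the 1.5-fold and 81.5% of the 3-fold changes. Calls in unchanged regions made up 3.38%, 3.03% and 7.69% of all calls of the main tests at 3-fold. Reads in peaks numbered 9179714 to 22192417 per library. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

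No annotation of the genome build of the peaks was used. The gene-based comparisons that had been planned were therefore not analysed here. These were H2A.Z at transcription start sites, over gene bodies and by gene length, the genomic distribution of peaks, and the genes that the study singled out.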

Results

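OsChz1 is a rice histone chaperone, and the study asked whether its loss changes the amount of the histone variant H2A.Z in chromatin. The data are peak tables of 8 ChIP-seq libraries from 30-day-old seedlings of NIP, the unmutated rice, and of the oschz1 mutant. Each genotype has 2 H2A.Z and 2 H3 libraries, and H3, a core histone, serves as a reference for nucleosome content. The H2A.Z libraries held 22192417 and 16886473 reads in peaks for NIP and 20072324 and 18569241 for oschz1. The H3 libraries held 13961812 and 9985812 reads in peaks for NIP and 14466571 and 9179714 for oschz1. Positions are on the MSU rice genome and count from 1. Spreads are SD between the 2 replicates of a group.

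The first question was whether the peaks themselves differed. The number of H2A.Z peaks was 48970.5 ± 1305 in NIP and 48834.5 ± 43.1 in oschz1 (SD, n = 2), with a two-sided exact permutation p of 1.0. The genome length that they covered was 65.3 ± 1.74 Mb in NIP and 68.7 ± 0.638 Mb in oschz1 (SD, n = 2), a difference of 3.43 Mb. Both oschz1 libraries covered more than both NIP libraries, and the exact permutation p of 0.333 was the smallest that 2 against 2 libraries allow. This direction depended on a minimum fold. Among peaks with a fold over input of at least 2, covered length was 42.3 ± 0.852 Mb in NIP and 39.5 ± 1.15 Mb in oschz1 (SD, n = 2), a fall with the same exact permutation p. The mean width of H2A.Z peaks was 1333 ± 0.0869 bp in NIP and 1407 ± 11.8 bp in oschz1 (SD, n = 2).

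H3 peaks numbered 52696.5 ± 1880.2 in NIP and 51036.5 ± 2838 in oschz1 (SD, n = 2), and the exact permutation p was 0.667. They covered 55.0 ± 3.7 Mb in NIP and 53.3 ± 3.81 Mb in oschz1 (SD, n = 2), again with an exact permutation p of 0.667. Both differences were smaller than the spread between replicates, and both changed sign among peaks with a fold of at least 2. For covered length the sign also changed without NIP replicate 1, at 0.94 Mb, and without oschz1 replicate 2, at 1.01 Mb. Without oschz1 replicate 2 the number of H3 peaks was higher by 346.5 in oschz1. Leaving out a library gives the replicate numbers unequal weight in the genotypes. In replicate 1, H3 peaks covered 57.6 Mb in NIP and 56.0 Mb in oschz1. In replicate 2 they covered 52.4 and 50.6 Mb. Whether the numbers pair the genotypes in such values was not tested.

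Peak positions were then compared between libraries. The share of bases covered in both libraries of a pair, out of those covered in either, was 79.6% between the NIP H2A.Z replicates and 78.9% between the oschz1 replicates. It was between 76.3% and 77.9% in the 4 pairs of different genotype. For H3 it was 53.7% and 53.2% within genotypes and between 49.1% and 53.6% across them. Replicates of H3 thus shared fewer bases than H2A.Z libraries of different genotype did.

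Consensus H2A.Z peaks numbered 43408 in NIP and 42931 in oschz1. Of the NIP peaks, 39683 (91.4%) overlapped a consensus peak of oschz1. Peaks called in both libraries of one genotype and in neither of the other numbered 872 for NIP and 1215 for oschz1. As background, 2927 to 5036 H2A.Z peaks of a single replicate were absent from the other replicate of its genotype. When each side was made of 1 NIP and 1 oschz1 library, such peaks numbered 762 and 431 in one arrangement and 763 and 464 in the other. The group-specific peaks were weak, with a median fold over input of 1.63 in NIP and 1.67 in oschz1, against 2.17 and 2.07 for all consensus peaks. The order changed under stricter thresholds, to 2164 NIP and 1130 oschz1 peaks with a fold of at least 2 and to 1256 and 1070 with a false discovery rate of 1e-10. It also changed without NIP replicate 2, to 2368 and 2163. Consensus H3 peaks numbered 37691 in NIP and 36597 in oschz1. Of the NIP peaks, 25610 (67.9%) were shared, and 3287 were found in NIP alone and 2928 in oschz1 alone. This order changed to 1772 and 2359 with a false discovery rate of 1e-10, to 808 and 1203 with a fold of at least 2, and to 6989 and 7845 without oschz1 replicate 2. The mixed arrangements gave 2945 and 1651, and 2014 and 2226, and 11253 to 15597 H3 peaks of a single replicate were absent from the other. Consensus H3 peaks covered 27.7% of the bases in consensus H2A.Z peaks in NIP, against 13.2% of the genome up to the last peak of each chromosome. In oschz1 they covered 25.9% against 12.8%.

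The level of H2A.Z was compared next. Over the 38145 regions with a peak in all 4 libraries, ChIP reads exceeded scaled input reads 2.32 ± 0.00227-fold in NIP and 2.16 ± 0.0192-fold in oschz1 (SD, n = 2). This difference of -6.76% was larger than the spread between replicates, and both oschz1 libraries lay below both NIP libraries. The exact permutation p was 0.333, the smallest possible. Over all peaks of each library, which covered more bases in oschz1, the difference was -0.153. In both measures the covered bases could differ between libraries. Regions with the same extent in all 4 libraries, a set chosen after seeing the data, numbered 7107. There enrichment was 2.488-fold and 2.486-fold in the NIP libraries and 2.315-fold and 2.281-fold in the oschz1 libraries. H3 enrichment over the same inputs was 1.49 ± 0.0262-fold in NIP and 1.49 ± 0.0275-fold in oschz1 (SD, n = 2), with an exact permutation p of 0.667. In the 10852 regions with peaks in all 8 libraries, the ratio of H2A.Z to H3 enrichment, a comparison added after seeing the data, was 1.81 ± 0.0143 in NIP and 1.65 ± 0.0302 in oschz1 (SD, n = 2), a difference of -8.58% with an exact permutation p of 0.333.

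**Figure D1:**
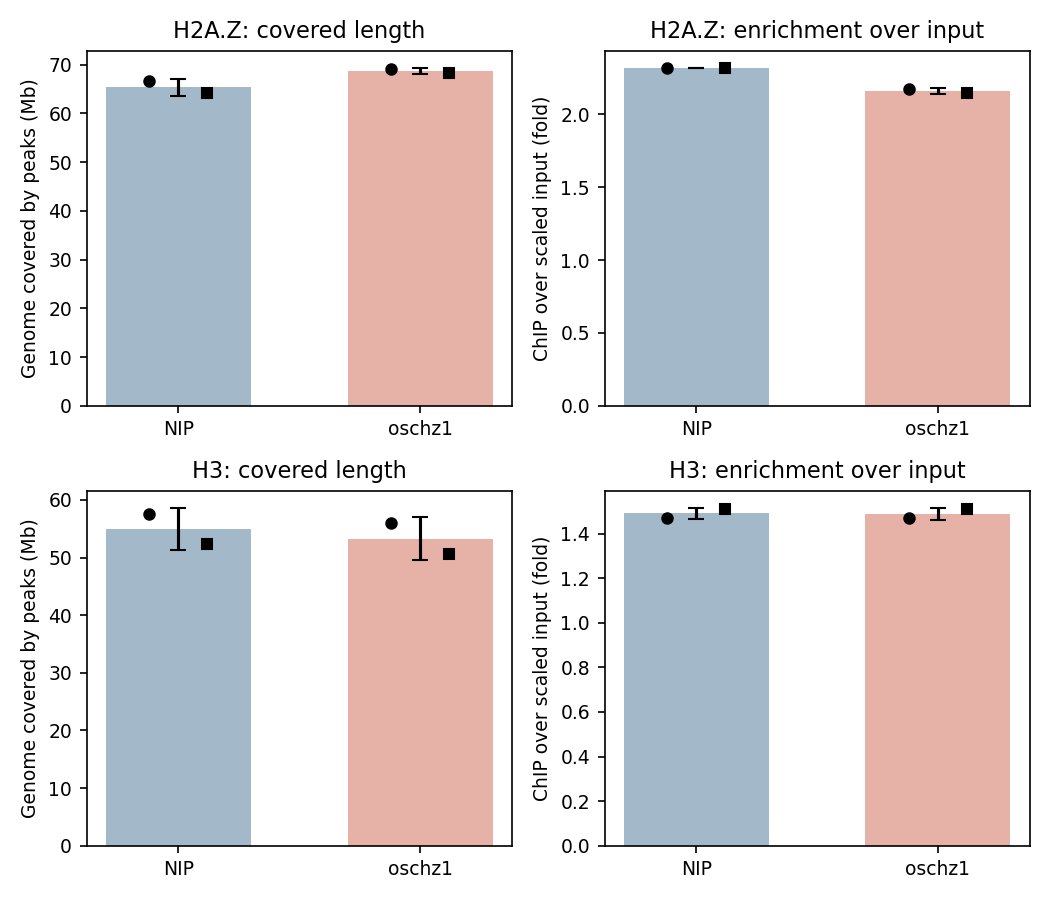
Genome length covered by peaks in Mb (left) and ChIP over scaled input reads as fold (right) for H2A.Z (top) and H3 (bottom). Bars are means of 2 libraries, error bars are SD, circles are replicate 1 and squares are replicate 2. H2A.Z covered 68.7 Mb in oschz1 and 65.3 Mb in NIP, while its enrichment was 2.16-fold in oschz1 and 2.32-fold in NIP.

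Reads per region were tested to ask which regions changed. In the edgeR quasi-likelihood test, 29 of 38145 H2A.Z regions had fewer reads in oschz1 and 279 had more, at a Benjamini-Hochberg adjusted p of at most 0.05. Which direction had more calls differed between settings, some of which tested other regions. In the 17222 regions of which at least 80% was shared by all libraries, an alternative chosen before the data were examined, 468 regions were lower and 121 higher. The setting that moved the counts most was chosen after seeing the data. It kept the 7107 regions with the same extent in all 4 libraries, used the recovered library sizes, and gave 867 lower and 21 higher regions. The same regions with the reads in peaks as library size, also chosen after seeing the data, gave 284 lower and 25 higher. In the ratio to input tested with limma, where ChIP and input reads cover the same bases, none passed the threshold, and 1810 regions were lower and 630 higher at an unadjusted p under 0.05. The median log2 change over all tested regions was -0.02, and 55.6% of regions had a negative value.

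**Figure D2:**
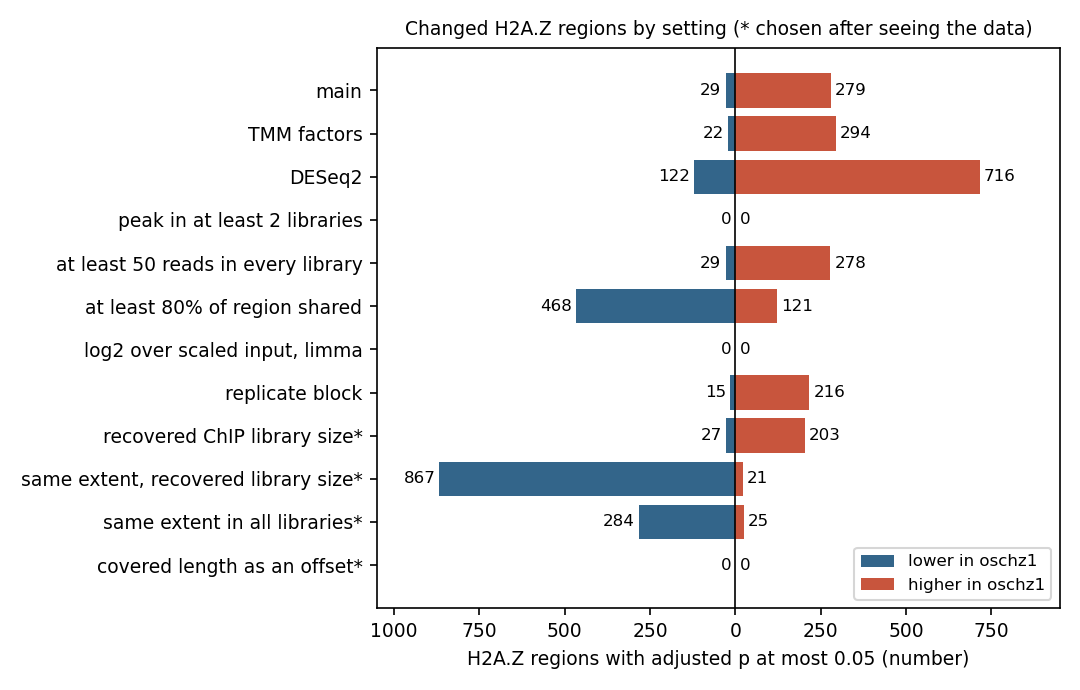
Number of H2A.Z regions with an adjusted p of at most 0.05 that were lower (left) or higher (right) in oschz1 than in NIP, by setting of the test. The main setting gave 29 lower and 279 higher regions, and regions of the same extent with the recovered library sizes gave 867 lower and 21 higher.

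Of the 279 regions called higher, 270 (96.8%) were covered over more bases in both oschz1 libraries than in both NIP libraries, against 11.3% of all tested regions. Of the 29 called lower, 25 (86.2%) were covered over fewer bases, against 5.06%. The median log2 change of the regions called higher was 0.99 in reads, 0.95 in covered length and 0.01 in enrichment over input. For those called lower the medians were -0.87, -0.87 and -0.20.

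**Figure D3:**
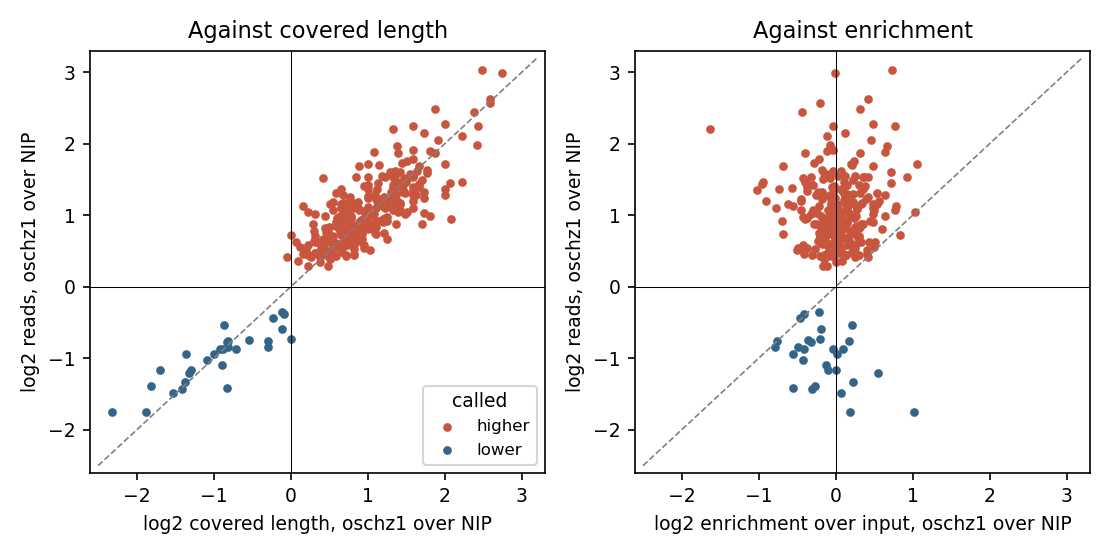
Log2 change in reads (oschz1 over NIP) of the called H2A.Z regions against their log2 change in covered length (left) and in enrichment over input (right). Each point is a region, and the dashed line marks equal changes. For the regions called higher, the median change was 0.95 in covered length and 0.01 in enrichment.

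The region with the largest rise lay on chromosome 1, from 3156601 to 3159400. Its reads, scaled to the library's reads in peaks as RPM, were 4.37 ± 0.767 RPM in NIP and 35.6 ± 0.932 RPM in oschz1 (SD, n = 2), a log2 change of 3.04 (SE 0.15; edgeR adjusted p = 1.78e-04). Peaks covered 400 and 600 bp of it in the NIP libraries and 2800 bp in each oschz1 library, and its log2 enrichment over input changed by 0.74. The next was on chromosome 2, from 35497201 to 35501400, with a log2 change of 2.99 (SE 0.11; edgeR adjusted p = 8.72e-05) and an enrichment change of -0.01. The other named rises were on chromosome 6 from 7196401 to 7202600 (log2 change 2.63), chromosome 9 from 14853401 to 14854600 (2.57) and chromosome 7 from 5263201 to 5265400 (2.48). All 5 were covered over more bases in both oschz1 libraries. The largest fall was on chromosome 10, from 13171201 to 13173800. It had 24.2 ± 5.7 RPM in NIP and 7.14 ± 1.03 RPM in oschz1 (SD, n = 2), a log2 change of -1.75 (SE 0.20; edgeR adjusted p = 9.62e-03). Peaks covered 1800 and 2600 bp in NIP and 600 bp in each oschz1 library, and log2 enrichment rose by 0.19. On chromosome 8, from 13919201 to 13920400, reads fell with a log2 change of -1.75 while log2 enrichment rose by 1.02. The other named falls were on chromosome 2 from 16150001 to 16152800 (-1.48), chromosome 5 from 22370401 to 22373400 (-1.42) and chromosome 5 from 10728801 to 10730400 (-1.42). All 5 were covered over fewer bases in both oschz1 libraries. The genes at these positions were not analysed here.

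For H3, none of 25169 regions passed the threshold in the main edgeR test, while DESeq2 called 76 lower and 98 higher. At an unadjusted p under 0.05, the main test had 515 lower and 1536 higher regions. This excess of rises varied with the scaling. Lower and higher regions numbered 847 and 1126 with TMM factors and 692 and 677 over scaled input with limma. With the recovered library sizes, chosen after seeing the data, they numbered 782 and 1165. The median log2 change in the main test was 0.06 and ranged from 0.02 to 0.11 when each library was left out. In simulated data, the main test recovered 0 of the 1.5-fold changes, so its lack of calls does not exclude such changes. In the 4236 H3 regions of the same extent, where 88.5% of simulated 1.5-fold changes were recovered, 27 regions were lower and 44 higher with the recovered library sizes, and 1 lower and 34 higher with the reads in peaks as library size. Both settings were chosen after seeing the data.

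The change of H2A.Z relative to H3 was tested as an interaction. Of 10852 regions, 66 were lower and 42 higher in oschz1 at an edgeR adjusted p of at most 0.05. With TMM factors the split was 53 lower and 73 higher, and with the recovered library sizes, chosen after seeing the data, it was 69 lower and 54 higher. The median log2 change was -0.12 in the main setting, 0.01 with TMM factors and -0.11 with the recovered sizes. The H2A.Z and H3 libraries of one genotype and replicate number shared an input. With each such pair as a block, also chosen after seeing the data, no region passed the threshold, and 960 were lower and 318 higher at an unadjusted p under 0.05. In simulated data this blocked test recovered 81.5% of 3-fold and 0 of 1.5-fold changes. The simulated regions all had the same dispersion, so real recovery may be lower. In the 1523 regions of which at least 80% was shared by all libraries, 43 were lower and 1 higher.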

Values the study reported

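The study reported 5310 H2A.Z peaks with a decrease in the mutant, and linked them to 5270 genes.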

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

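The test of peak extent, the recovered library sizes and the block of paired libraries were chosen after the result was seen. TMM factors were planned, but their use as a test of scaling was not. The interaction test found regions in which the effect of the mutation on H2A.Z reads differed from that on H3 reads, 66 with a lower and 42 with a higher H2A.Z change. Of these 108 regions, 104 (96.3%) had H2A.Z or H3 peaks that were longer or shorter in both oschz1 libraries than in both NIP libraries, in the direction of the call. Among all 10852 tested regions, 17.2% had such a difference in the direction of a rise and 14.2% in that of a fall. The extent that the caller gave the peaks may therefore account for most of these calls. With TMM factors 53 regions were lower and 73 higher, while the recovered library sizes gave 69 lower and 54 higher. TMM factors centre the changes, so their order says nothing about a general excess of falls, and the scaling stays open. In the planned setting of regions of which at least 80% was shared, 43 of 1523 were lower and 1 higher. This was a separate fit, and which of its regions were also called among all 10852 was not counted. When H2A.Z and H3 libraries that shared an input were joined as a block, 0 regions passed the threshold. At an unadjusted p under 0.05, 960 were lower and 318 higher. That test recovered 81.5% of simulated 3-fold changes and 0 of 1.5-fold ones, with the same dispersion in all simulated regions. A change of H2A.Z that widens or narrows the peaks themselves would look the same, since reads beyond a library's own peaks are not in the tables. That biological explanation, the loss of OsChz1, stays open.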

How the results depend on the processing

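The settings named here as added were chosen after seeing the data, the others before the data were examined. The number of H2A.Z peaks and its enrichment over input kept their direction under every alternative filter, and enrichment also in the 4 fits that each left out one replicate, where its difference ranged from -0.17 to -0.143. The difference in number ranged from -1058.5 to 786.5 in those fits. The difference in H2A.Z covered length ranged from 2.2 to 4.66 Mb when one replicate was left out. With a false discovery rate of 1e-10 it was 2.09 Mb, with an exact permutation p of 0.667. Both oschz1 libraries then no longer lay above both NIP libraries. With a fold of at least 2 the difference was -2.82 Mb. Folds were lower in oschz1, so fewer of its peaks reach such a minimum by construction. With a fold of at least 2, the difference in H3 peaks was 757.5 and in H3 covered length 0.78 Mb, and with a false discovery rate of 1e-10 the difference in H3 peaks was 608. Over all peaks of each library the difference in H3 enrichment was 0.00977. The cause was not tested for these H3 values, all within the spread between replicates. With one replicate left out, the differences ranged from -3666.5 to 346.5 for H3 peaks, from -4.37 to 1.01 Mb for H3 covered length and from -0.0209 to 0.018 for H3 enrichment.

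Consensus H2A.Z peaks of one group alone numbered 1846 in NIP and 2243 in oschz1 when an overlap of at least 50% of both peaks was required. With a fold of at least 2, 2164 were in NIP alone, 1130 in oschz1 alone and 13234 NIP peaks were shared, and with a false discovery rate of 1e-10, 1256 were in NIP alone, 1070 in oschz1 alone and 26246 shared. Both put NIP above oschz1, against the main order, as did leaving out NIP replicate 2 (2368 and 2163). With one replicate left out, which leaves a group without an intersection, there were 1823 to 2479 in NIP alone and 2163 to 2941 in oschz1 alone. For H3 there were 6989 to 8542 in NIP alone and 6370 to 7845 in oschz1 alone. For H3 a false discovery rate of 1e-10 gave 1772 in NIP alone, 2359 in oschz1 alone and 2718 shared, and a fold of at least 2 gave 808 in NIP alone, 1203 in oschz1 alone and 189 shared. Both put oschz1 above NIP, against the main order, as did leaving out oschz1 replicate 2 (6989 and 7845). Fewer peaks entered the settings with a stricter threshold. The share of H2A.Z bases within H3 peaks was 33.9% in NIP and 31.4% in oschz1 for single replicates, and 5.39% and 6.16% with a false discovery rate of 1e-10.

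Among H2A.Z regions, lower and higher calls were 122 and 716 with DESeq2 and 468 and 121 in regions of which at least 80% was shared. The added same-extent setting gave 867 and 21 with the recovered library size and 284 and 25 with the reads in peaks. There were 0 of either with a peak in at least 2 libraries (3134 lower and 2860 higher at an unadjusted p under 0.05), 0 with log2 over scaled input (1810 and 630) and 0 with the added length offset (3056 and 752). TMM factors gave 22 and 294, and the added recovered library size gave 27 and 203, of which 229 calls were also among the main 308. Lower calls outnumbered higher ones in the regions of like extent, which are a part of all regions. In simulated data the same-extent test with the recovered size recovered 93.5% of 1.5-fold changes.

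Among H3 regions, lower and higher calls were 76 and 98 with DESeq2, 3 and 61 with at least 80% shared, and in the added same-extent settings 27 and 44 with the recovered size and 1 and 34 with the reads in peaks. For H2A.Z relative to H3 they were 281 and 324 with DESeq2, 1368 and 1518 with a peak in at least 2 libraries, 43 and 1 with at least 80% shared, 53 and 73 with TMM factors, and 69 and 54 with the added recovered library size. The cause was not tested for the DESeq2 counts, nor for those with a peak in at least 2 libraries.

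The replicate number as a block gave 15 lower and 216 higher H2A.Z regions, none for H3, and 27 lower and 19 higher regions for H2A.Z relative to H3. Same-numbered libraries of the genotypes did not deviate together, with correlations across regions of 0.0035 for H2A.Z and 0.0082 for H3. These correlations are within an antibody over same-extent regions, so the numbers do not pair the genotypes in reads per region there. Pairing of values for whole libraries was not tested. H3 peaks covered 57.6 Mb in NIP and 56.0 Mb in oschz1 in replicate 1, and 52.4 and 50.6 Mb in replicate 2. Within a genotype, H2A.Z and H3 libraries of one number shared an input, although their replicate differences in ChIP reads had correlations across 10852 regions of 0.03 in NIP and -0.000245 in oschz1. The added replicate block within genotype gave 0 lower and 0 higher regions for H2A.Z relative to H3.

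The median log2 change of H2A.Z was -0.047 with at least 80% shared and -0.087 over input. In the added settings it was -0.071 with the recovered library size, -0.11 with the same extent and that size, -0.058 with the same extent and the reads in peaks, and -0.052 with the length offset. It was -8.73e-06 with TMM factors, which centre it, and ranged from -0.036 to -0.019 with one replicate left out. The median of H3 was 0.050 with at least 80% shared, -0.0035 with TMM factors and -0.0044 over input. In the added settings it was 0.0058 with the recovered library size and -0.013 with the same extent and that size. It stayed at 0.044 with the same extent and the reads in peaks, and at 0.046 with the length offset. With one replicate left out it ranged from 0.024 to 0.11.

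Among the 10 named regions, the log2 change turned negative over input on chromosome 2 from 35497201 (-0.0085) and on chromosome 9 (-0.203, and -0.011 with the added length offset). It turned positive over input and with the length offset on chromosome 10 (0.19 and 0.11), chromosome 8 (1.02 and 0.57) and chromosome 2 from 16150001 (0.077 and 0.033), and with the offset on chromosome 5 from 22370401 (0.027). Of their other results, 85 were the same, 20 kept their direction without passing the threshold, 10 of them with a peak in at least 2 libraries, and 4 moved by more than the replicate spread. Gene-based alternatives were not run, since no annotation of the build was used. H3 libraries had the fewest reads in peaks, 9179714 to 14466571. They were not the smallest libraries throughout. Relative to the H2A.Z library of NIP replicate 1, the recovered sizes of the replicate 1 H3 libraries were 1.07 in NIP and 1.15 in oschz1. With these reads the H3 test in same-extent regions recovered 88.5% of simulated 1.5-fold changes and the main H3 test 0. The number of reads in peaks alone thus does not set the limit.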

Other observations

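The tests of chance arrangements, of input reads and of a common factor were chosen before their results were seen, and the others after. The number of H2A.Z regions with fewer reads in oschz1 was 29 here. That is lower than the value quoted from the study above. Settings that treat extents alike gave 468 of 17222 and, chosen after seeing the data, 284 and 867 of 7107 regions. Over scaled input, and with the length offset chosen after seeing the data, 0 of 38145 regions were called lower. What size of change the tests over input and with the offset could recover was not simulated. All of these counts are lower than the study's value too. The study compared peaks with DiffBind, which counts aligned reads, while the tables hold reads in each library's own peaks. It also reported lower H2A.Z across gene bodies, before and after normalisation with H3. Gene bodies were not analysed here.

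H2A.Z peaks covered more bases in both oschz1 libraries, by 3.43 Mb on average. This separation of the libraries was lost with a false discovery rate of 1e-10, where the difference was 2.09 Mb. Sequencing depth is argued against as the whole cause. By the recovered sizes, the deepest of the 4 ChIP libraries was that of NIP replicate 1. From the slope between replicates, the difference in mean ChIP depth would give at most 0.334 Mb and that in input depth at most 0.783 Mb. These depths are estimates. Bases covered in both libraries of one genotype and neither of the other differed by 1.7 Mb, and 1 of the 3 splits of the 4 libraries, the real one, gave as large a difference. With 3 splits a chance arrangement cannot be told apart from a difference between genotypes.

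The H2A.Z regions past the threshold were mostly higher in oschz1 while the median change was below 0. A candidate explanation is the extent of the peaks, since 96.8% of the regions called higher were covered over more bases in both oschz1 libraries. A higher density within the peaks stays open for part of these regions. Their median log2 enrichment changed by 0.0093, with regions going both ways, and 50.9% of them had a higher enrichment in oschz1, against 36.7% of all tested regions. Whether H2A.Z truly spread into the added bases stays open, since the NIP reads there were not in the tables.

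H2A.Z reads per region were lower in oschz1 more often than higher, in 55.6% of regions. TMM factors and DESeq2 centre the changes, so they cannot test this. It was 63.3% over input and, in settings chosen after seeing the data, 65.6% with the recovered library sizes and 63.1% with the length offset. Differences in extent are argued against within regions of the same extent. There the median log2 change was -0.058, with a spread between replicates of 0.015, and -0.11 with the recovered library sizes. For all regions this is less clear, since rises may leave that set more often than falls. Of all tested regions, 11.3% were covered over more bases in both oschz1 libraries and 5.06% over fewer. A difference in copy number or mappability is argued against as well. In the 867 same-extent regions called lower, summed input reads changed by -0.0059 on the log2 scale and ChIP reads by -0.25. Of the 3 splits of the 4 libraries, 1, the real one, gave as many changed regions. The mixed ones gave 0 in both the main setting and the same-extent setting with the recovered library sizes. Lower regions made up 46.2% and 48.1% in the mixed splits of the main setting, and 55.1% and 47.1% against 78.8% in the same-extent one. The count of 3 splits alone cannot exclude chance. The edgeR test weighs changes against the variation between replicates. It called 867 same-extent regions lower and 21 higher, and 468 and 121 in the planned 80% shared setting. For single regions this argues against variation between replicates alone, although over input no region passed. The regions share the same 4 libraries, and a shift of a whole library moves many of them together. The counts therefore do not exclude a chance difference between whole libraries.

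H2A.Z enrichment over input was lower in both oschz1 libraries. A poorer chromatin preparation or input could lower H3 as well, but H3 enrichment over the same inputs changed by -0.099%. This argues against a fall common to both antibodies, within limits. H3 was enriched only 1.49-fold, in its own peaks, with an SD of 0.0262 in NIP and 0.0275 in oschz1. A shared input does not show that both immunoprecipitations used the same chromatin. A lower efficiency of the H2A.Z immunoprecipitation cannot be told apart from a general loss of H2A.Z, since both give one common factor. Enrichment above 1 was multiplied by 0.903 in the lowest of 5 classes of H2A.Z level and by 0.877 in the highest, a difference of -0.0265 that lay within the range of single pairs of libraries. No added reference chromatin was used here to separate them. The loss of OsChz1 stays open as a biological explanation.

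In same-extent regions H2A.Z fell more where its density was high, with a median log2 change of -0.04 in the lowest of 5 density classes and -0.15 in the highest. The difference was -0.11 for H2A.Z and -0.066 for H3. H3 covers a narrower range of density, and per log2 unit of density the change was -0.088 for H2A.Z and -0.092 for H3. A general compression of the oschz1 libraries therefore cannot be told apart from a loss that is greater where H2A.Z is dense. Nor is the common factor on enrichment above 1 excluded, since it also lowers log2 levels more where enrichment is high.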
